A study of Mus musculus with 187 samples. Its data were reported in "Sex differences in heart mitochondria regulate diastolic dysfunction" (2022).

How the data were processed

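Heart RNA of the HMDP was sequenced as 187 libraries, 98 male and 89 female, from 106 strains. The authors prepared mRNA libraries and sequenced them as paired reads. They quantified the reads against the Ensembl transcriptome of mouse genome build GRCm38 with kallisto, which assigns reads to transcripts by pseudoalignment. Estimated counts and TPM (transcript abundance scaled to the same total in each library) were deposited by the authors per Ensembl gene, without further scaling of the counts. How transcript estimates were summed to genes, and which filters were applied, is not stated. Because kallisto divides reads among compatible transcripts, 34.2% of the deposited estimated counts were not whole numbers, and reads of near-identical genes are shared by estimation. TPM divides by transcript length and by the sum over all genes in a library, so a larger mtDNA-encoded part lowers every other value in TPM.

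The deposited tables held 36558 genes. Gene symbols and coordinates were taken from GENCODE M21 on the same build, in which 35935 of these identifiers were found. The remainder, with 0.477% of the counts, entered library sizes and tests under their identifier. The tables gave no Xist row under the annotated symbol, so sex was checked with Y-linked genes. Every value column of both tables matched 1 sample by the number in its title. Sex, strain, diet and age were taken from the sample labels.

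Estimated counts were rounded to whole numbers. Genes were kept with filterByExpr by sex (15942 genes), scaled by TMM and compared by edgeR 4.0.16 (R 4.3.3) with a quasi-likelihood F test, with no covariates. Benjamini-Hochberg adjusted p under 0.05 was the threshold. The study used DESeq2 for its comparisons, which is among the alternatives here (DESeq2 1.42.0), as is limma-trend on log2(TPM + 1) and log2(TPM + 0.1) (limma 3.58.1). Lists of genes, designs and the rule for named genes were fixed before the data were examined. The lists were: oxidative phosphorylation complexes I to V (80 nuclear genes tested), mtDNA-encoded genes (13), TCA cycle and pyruvate dehydrogenase (18), fatty acid oxidation (19), mitochondrial ribosome (78), mitochondrial import (23), and markers of blood, atrium, adipose tissue, lung, skeletal muscle, and thymus and lymphocytes. The wider mitochondrial list of the study was not used here. The score of a list was the mean of log2 CPM (prior count 2) of its genes in a library. Scores were compared between the sexes by permuting the labels 100000 times, two-sided; covariates were handled by permuting residuals. Scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

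Strain effects were tested by an F test of all strain terms in a model with strain and sex, on the 159 libraries of the 78 strains with both sexes. The strain pairs a male with a female library; the most similar library of the other sex was of another strain for 1 of the 159 libraries, over 1000 genes chosen on other strains by the covariance between the sexes. The sex by family test used BXD, AXB/BXA and other inbred strains with both sexes. Acsl6 was compared between the sexes over strain means. For Nnt, which has 2 identifiers in the table, counts were summed. Genes named in the text are the Y-linked markers, Acsl6, Fasn, Acaca, Fabp3 and Nppb, and the 5 genes in each direction with the largest absolute log2 fold change among those past the threshold with a mean of at least 1 CPM, outside the X, Y and mitochondrial chromosomes, and with the same direction in at least 75% of the strains with both sexes.

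Each fit was tested on simulated data with the means and depths of these libraries. Genes were drawn independently with a single dispersion of 0.1, and the sex and sex by family simulations held no strain effects. The simulated limma-trend fit used log2(CPM + 1) and not TPM. The real data hold strain effects and trends shared by many genes, so these rates need not carry over to them. With 200 of 15942 genes changed by 0.3 or 0.6 (log2), edgeR recovered 90.5% of them (81% of the smaller changes) with 5 false calls, DESeq2 recovered 90% with 8 and limma-trend 88.5% with 6. With 200 of 2000 genes changed, the strain fit recovered 100% with 12 false calls. The sex by family fit, with a change of 0.6 in BXD males, recovered 61% with 7 false calls.

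Alternatives for scaling, filters, covariates, strain as a replicate block and the unit were listed then too. Added after seeing the data were covariates for the trend of each library with transcript length and GC content (from the longest transcript of each gene, 12549 autosomal genes with a mean of at least 1 CPM), a clock score, thinning to equal depth, library totals without mtDNA-encoded genes, and leaving out 1 male library. Lists of platelet genes and clock genes were also written after values had been seen. Depth ranged from 28.99 M to 80.44 M counts, so that counting error is small for genes at the level of Acsl6 and appreciable near 1 CPM. Mitochondrial DNA copy number, echocardiography and genotypes were not analysed here.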

Results

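Hearts of the Hybrid Mouse Diversity Panel (HMDP), a collection of inbred and recombinant inbred mouse strains, were profiled by RNA sequencing. Mice had received chow for 8 weeks and a high-fat/high-sucrose diet for a further 8 weeks, and were 16 weeks old at collection. Per the labels, hearts of single mice were used, with 98 male and 89 female libraries. Among the strains, 78 were represented by both sexes, 18 by males alone and 10 by females alone. The strains with both sexes comprised 34 BXD, 13 AXB/BXA, 5 CXB and 2 BXH recombinant inbred strains and 24 other inbred strains. In 3 combinations of strain and sex there were 2 libraries. The labels do not say whether such a pair came from different mice. The counts of a pair differed beyond counting noise, with a chi-square per gene between 14.4 and 130.4. Whether repeated preparations of 1 heart would differ as much was not tested, so these values leave the question open. The libraries carried separate sample numbers and were treated as separate samples.

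The total estimated count per library ranged from 28.99 M to 80.44 M (mean 46.1 M ± 7.64, SD). Female libraries were deeper, with 49.3 M ± 7.68 (SD, n = 89) against 43.1 M ± 6.32 (SD, n = 98) in males (two-sided permutation test, p = 1e-05, the smallest value the permutations can give). The 13 protein-coding genes of the mitochondrial genome took a large part of the counts. That share was 37.7% ± 5.32 in males and 35.5% ± 5.78 in females (SD), a difference of 2.22 percentage points (permutation test, p = 0.00657). The extremes of this share were 20.7% and 61.3%. The number in the sample title was not balanced by sex, at 674 ± 451 in males and 875 ± 432 in females (mean and SD).

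**Figure D1:**
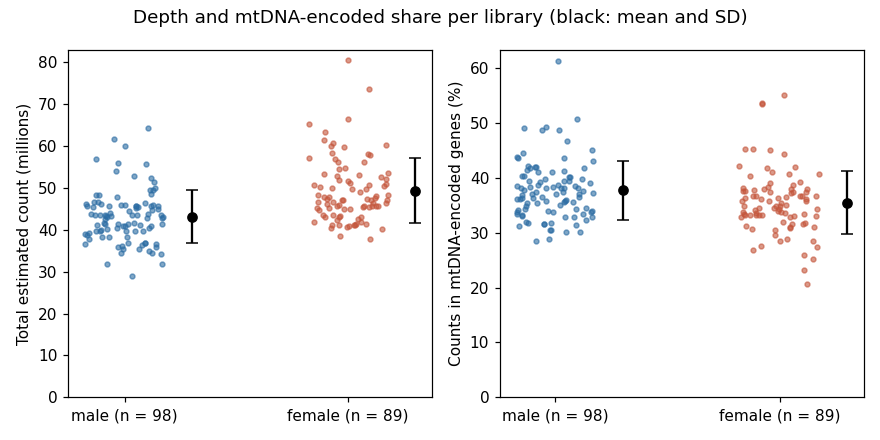
Total estimated count (left, M) and percentage of counts in mtDNA-encoded genes (right) for each of the 98 male and 89 female libraries, with black points and bars for the mean and SD of each sex. Female libraries averaged 49.3 M counts against 43.1 M in males, whereas the mtDNA-encoded share averaged 35.5% in females and 37.7% in males.

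The sex recorded for each library was first compared with genes of the Y chromosome. Ddx3y (ENSMUSG00000069045, chromosome Y, 1260771 to 1286629, GRCm38) had 58.4 ± 12.8 CPM (counts scaled to library size; SD, n = 98) in males and 0.131 ± 0.079 CPM (SD, n = 89) in females. Eif2s3y (ENSMUSG00000069049, chromosome Y, 1010543 to 1028847) had 34.9 ± 7.59 CPM in males and 0.050 ± 0.042 CPM in females. Uty (ENSMUSG00000068457, chromosome Y, 1096861 to 1245759) had 17.0 ± 3.77 CPM in males and 0.299 ± 0.278 CPM in females. Kdm5d (ENSMUSG00000056673, chromosome Y, 897788 to 956786) had 17.4 ± 2.80 CPM in males and kept 2.31 ± 0.50 CPM in females; its X-linked relative is close in sequence, so kallisto could divide reads between them. Ddx3y went against the recorded sex in 0 libraries.

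To identify genes that differed between male and female hearts across the panel, all libraries were compared by sex with edgeR. Of 15942 genes tested, 4045 (25.4%) had an adjusted p under 0.05, with 2127 higher in males and 1918 higher in females. Most of these differences were small. The median absolute log2 fold change was 0.14, 2908 of the genes lay under 0.2, and 36 exceeded 1. In at least 75% of the 78 strains with both sexes the male and female libraries differed in the same direction for 1001 of the 4045 genes. The proportion of genes higher in males depended on scaling. It was 52.6% with TMM, but 7.9% when library totals were used (476 higher in males, 5544 higher in females) and 3.3% on log2(TPM + 1) (234 and 6847 genes). Relative to TMM, the log2 fold changes were shifted by a median of -0.081 with library totals, -0.099 on log2(TPM + 1) and -0.12 on log2(TPM + 0.1). Differences are therefore given relative to the bulk of genes, as TMM sets it.

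Autosomal genes were named by a fixed rule, as the largest fold changes in either direction among genes with the same direction in at least 75% of strains. C7 (ENSMUSG00000079105, chromosome 15, 4988762 to 5063740) was higher in males by 1.87 (log2, SE 0.16, adjusted p = 2.41e-21), with 7.35 ± 5.68 CPM in males and 2.00 ± 1.49 CPM in females (SD), and was higher in the male in 75 of 78 strains. Lvrn (ENSMUSG00000024481, chromosome 18, 46850038 to 46907242) was higher in males by 1.57 (SE 0.09, adjusted p = 3.17e-37) and in the male of 77 of 78 strains. Penk (ENSMUSG00000045573, chromosome 4, 4133531 to 4138819) differed by 1.20 (SE 0.08, adjusted p = 7.75e-29), in the same direction in 75 strains. Ifi205 (ENSMUSG00000054203, chromosome 1, 174011998 to 174031810) and Cpne7 (ENSMUSG00000034796, chromosome 8, 123117374 to 123135182) were higher in males by 1.06 (SE 0.19) and 1.01 (SE 0.15), in 74 and 69 strains. Ifi205 belongs to a family of genes similar in sequence, which leaves its level uncertain.

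Among genes higher in females, Col14a1 (ENSMUSG00000022371, chromosome 15, 55307750 to 55520803) had 27.9 ± 10.2 CPM in females and 13.4 ± 5.31 CPM in males (SD). Its log2 fold change was -1.05 (SE 0.08, adjusted p = 8.97e-25), and it was higher in the female in 72 of 78 strains. Tenm4 (ENSMUSG00000048078, chromosome 7, 96171246 to 96911093) differed by -0.83 (SE 0.15, adjusted p = 4.84e-06) and Lrrc55 (ENSMUSG00000075224, chromosome 2, 85162334 to 85197197) by -0.71 (SE 0.09, adjusted p = 9.13e-12), in 66 and 72 strains. The other two were processed pseudogenes, Rps13-ps1 (ENSMUSG00000066362, chromosome 8, 87047689 to 87048226; -1.47, SE 0.35, 59 strains) and Gm4149 (ENSMUSG00000074800, chromosome 13, 75644896 to 75645171; -0.99, SE 0.17, 62 strains). Pseudogenes share sequence with other genes, and estimates for these ran from 0 counts in some libraries to 5509 and 448 in others, so both are uncertain. The direction and side of the threshold of these 10 genes were the same under each of 18 other settings. With library totals and TPM the bulk of genes moved towards females, which makes this agreement easier for genes higher in females. On log2(TPM + 1) Tenm4 differed by -0.082 and the median gene by -0.083, so Tenm4 stood no lower than the bulk there. On log2(TPM + 0.1) it was lower, at -0.308 against -0.121.

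The study followed up Acsl6 (ENSMUSG00000020333, chromosome 11, 54303798 to 54364756), which encodes an acyl-CoA synthetase, as a gene with lower expression in females. Acsl6 had 14.6 ± 4.20 CPM in males (SD, n = 98) and 11.2 ± 4.28 CPM in females (SD, n = 89), from estimated counts between 78 and 1513 per library. The corresponding TPM were 4.73 ± 1.68 and 3.95 ± 1.64. The log2 fold change was 0.38 (SE 0.075, adjusted p = 2.2e-05), a difference smaller than the SD within either sex but in the same direction in 68 of 78 strains. The difference stayed past the threshold in each of 18 other settings, from 0.23 on log2(TPM + 1) to 0.47 with strain and library slopes in the model. The adjusted p over those settings ran from 3.84e-18 to 0.00512. Of the other genes of interest, Fabp3 (ENSMUSG00000028773, chromosome 4, 130308595 to 130315463) was higher in males by 0.16 (SE 0.052, adjusted p = 0.0157), but did not pass the threshold in 5 of 18 other settings. Nppb (ENSMUSG00000029019, chromosome 4, 147985788 to 147987205) differed by 0.31 (SE 0.16, adjusted p = 0.139), and passed the threshold with strain as a replicate block (0.33, adjusted p = 0.0219, in a range of 0.0219 to 0.324 over other settings). Fasn (ENSMUSG00000025153, chromosome 11, 120805846 to 120824547) and Acaca (ENSMUSG00000020532, chromosome 11, 84129672 to 84401651) were lower in males by -0.33 (SE 0.19, adjusted p = 0.21) and -0.26 (SE 0.10, adjusted p = 0.0528). They were lower in the male of 57 and 51 of 78 strains, and passed the threshold in 6 and 10 of 18 other settings. One of these left out a male library of strain AXB19b/PgnJ with 61199 Fasn counts, where the next male had 8768. Without that library the log2 fold changes were -0.81 (SE 0.15, adjusted p = 1.38e-05) and -0.42 (SE 0.08, adjusted p = 2.07e-05). With blood, atrial and adipose marker means as covariates they were -0.25 (SE 0.096, adjusted p = 0.0526) and -0.13 (SE 0.059, adjusted p = 0.109), the smallest in size over the 18 settings. The adjusted p over these settings ran from 2.61e-06 to 0.433 for Fasn and from 7.94e-06 to 0.202 for Acaca.

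The study asked whether mitochondrial genes, from either genome, were expressed at a higher level in males. Each list of genes was summarised per library as its mean log2 CPM and compared by a two-sided permutation test, with adjustment over the 17 lists tested. The 13 mtDNA-encoded genes were higher in males by 0.16 (log2, SE 0.061, p = 0.00994, adjusted p = 0.0391), and in the male of 53 of 78 strains. Of these, 5 passed the threshold gene by gene, all higher in males, and 5 did so adjusted over the list alone. The 80 nuclear genes of oxidative phosphorylation did not differ detectably (0.040, SE 0.042, p = 0.355, adjusted p = 0.472; higher in the male of 41 strains). Here 10 genes were higher in males and 1 in females over all genes tested, against 9 and 1 adjusted over the list alone. The direction of this small difference changed to -0.045 with library totals and -0.064 on log2(TPM + 1). The 231 listed mitochondrial genes together were higher in males by 0.072 (SE 0.031, p = 0.022, adjusted p = 0.0472). In this list 74 genes were higher in males and 1 in females, or 80 and 2 adjusted over the list alone. This difference was not past the threshold when strain was taken as a replicate block (0.048, p = 0.0996), and it was -0.012 with library totals and -0.038 on log2(TPM + 1). Relative to the median gene under the same scaling, it was 0.080 with TMM, 0.078 with library totals, 0.045 on log2(TPM + 1) and 0.082 on log2(TPM + 0.1).

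Within the nuclear lists, the largest differences lay outside the respiratory chain. The 19 genes of fatty acid oxidation were higher in males by 0.13 (SE 0.025, p = 1e-05, adjusted p = 8.5e-05) and the 18 genes of the TCA cycle and pyruvate dehydrogenase by 0.092 (SE 0.017, p = 1e-05, adjusted p = 8.5e-05), each in 58 of 78 strains. In these lists 17 and 12 genes passed the threshold, all higher in males, with the same counts adjusted over the list alone. With library totals the differences were 0.047 and 0.008, and on log2(TPM + 1) they were -0.007 and -0.044. The mitochondrial ribosome (78 genes, 0.074, SE 0.033, p = 0.025, adjusted p = 0.0472) and mitochondrial import (23 genes, 0.068, SE 0.028, p = 0.0167, adjusted p = 0.0472) lists were also higher in males with TMM, in 48 and 49 strains. They were not past the threshold with strain as a replicate block (0.050, p = 0.106, and 0.045, p = 0.0949), and were -0.010 and -0.016 under library totals. By complex, the differences were 0.041 for complex I (SE 0.044, p = 0.361), 0.051 for complex II (SE 0.022, p = 0.0227), 0.071 for complex III (SE 0.037, p = 0.059), 0.025 for complex IV (SE 0.051, p = 0.623) and 0.029 for complex V (SE 0.041, p = 0.486). Complex II alone passed after adjustment (adjusted p = 0.0472), with 0 of its 4 genes past the threshold gene by gene. Its unadjusted p was 0.0577 in strains with both sexes only (0.047) and 0.0983 with the title number as a covariate (0.037). With strain as a replicate block it was 0.0342 (0.043). All 5 complexes were lower in males with library totals and TPM.

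**Figure D2:**
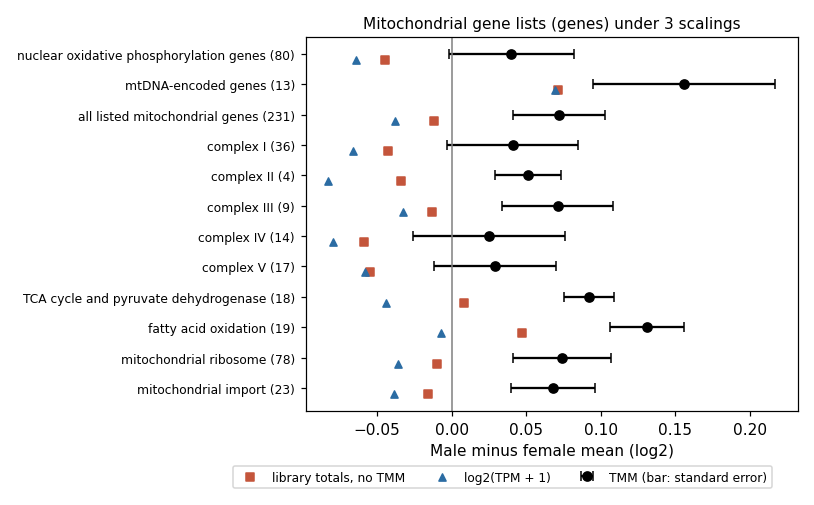
Difference between the male and female mean (log2) for each list of mitochondrial genes, with the number of genes in parentheses. Black points and bars are the difference and its standard error with TMM, red squares are library totals and blue triangles log2(TPM + 1). With TMM each list plotted lies above 0, whereas with library totals the complexes, ribosome, import and both summary lists lie below 0, and with log2(TPM + 1) only the mtDNA-encoded list lies above it.

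Tissue content was examined with lists of marker genes. Blood markers (5 genes) were higher in male hearts by 0.46 (SE 0.16, p = 0.00556, adjusted p = 0.0315) and adipose markers (6 genes) lower by -0.47 (SE 0.18, p = 0.0115, adjusted p = 0.0391), although the SD over libraries of either sex was above 1. Blood markers were higher in the male in 44 of 78 strains and adipose markers in 35. With the title number as a covariate the adipose difference was -0.34 (p = 0.0644). Atrial markers (5 genes, 0.20, SE 0.26, p = 0.442), skeletal muscle markers (4 genes, 0.011, SE 0.088, p = 0.899) and thymus and lymphocyte markers (4 genes, -0.15, SE 0.099, p = 0.144) did not differ detectably between the sexes, although the unadjusted p of the last was 0.0409 with library totals (-0.22) and 0.0323 with library slopes (-0.21). No lung marker was expressed highly enough to be tested. With the blood, atrial and adipose means as covariates, 3467 genes differed by sex, of which 3289 were shared with the fit without them.

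Variation across strains was examined next, since the study described wide variation of Acsl6 across strains in another cohort of the panel. In a model with strain and sex over the strains that had both, 11760 of 15942 genes (73.8%) differed between strains at an adjusted p under 0.05. Of the 4045 genes that differed by sex, 3094 also differed by strain. Acsl6 was among the strain-dependent genes (F = 8.78, adjusted p = 1.11e-18). In males its TPM ran from 1.23 in CE/J to 10.4 in NZW/LacJ, and in females from 0.651 in NOD/ShiLtJ to 10.6 in NZW/LacJ. The strain means had an SD of 0.50 (log2) in males and 0.64 in females, larger than the sex difference. The levels of a strain in its male and its female were correlated over the 78 strains (Pearson r = 0.838, p = 1e-05; Spearman rho = 0.704, p = 1e-05, permutation tests). Without CE/J and NOD/ShiLtJ, the strains farthest from the male median, r was 0.755 (p = 1e-05). The correlation held within BXD strains (r = 0.653, n = 34, p = 3e-05), within AXB/BXA strains (r = 0.791, n = 13, p = 0.00135) and within the other inbred strains (r = 0.881, n = 24, p = 1e-05). The labels name no sequencing batch, so no values within batches can be given; the number in the sample title served as a covariate in its place.

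**Figure D3:**
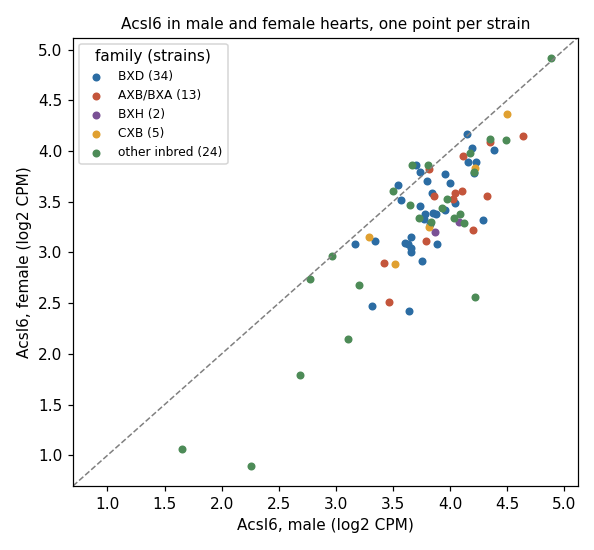
Acsl6 expression (log2 CPM) in the male (x axis) and female (y axis) heart of each of the 78 strains with both sexes, coloured by strain family, with the dashed line marking equal expression. Most strains lie below the line, with Acsl6 higher in the male in 68 of 78, and the ordering of strains is shared by the sexes (Pearson r = 0.838).

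To ask whether the effect of sex differed between strain families, the sex difference was compared between the BXD, AXB/BXA and other inbred strains. Each family holds many different strains, so this comparison cannot see a sex effect that depends on strain within a family. Nearly all strains had 1 library of each sex, and a sex by strain term was not tested. A dependence on genetic background in that wider sense stays open. A sex by family term passed an adjusted p of 0.05 for 1 of 15942 genes, F5 (ENSMUSG00000026579, chromosome 1, 164151838 to 164220277), named after its value was seen (adjusted p = 0.0186). Without adjustment, 379 genes had p under 0.05. With strain as a replicate block 0 genes passed, and 657 did so without adjustment. The male minus female difference of Acsl6 was 0.40 ± 0.32 (log2, SD, n = 34) in BXD, 0.51 ± 0.29 (n = 13) in AXB/BXA and 0.46 ± 0.46 (n = 24) in other inbred strains, and did not differ between families (F = 0.439, p = 0.648, permutation test of family labels). The corresponding differences of the nuclear oxidative phosphorylation genes were 0.047 ± 0.40, -0.017 ± 0.13 and -0.036 ± 0.35, and did not differ either (F = 0.450, p = 0.645).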

Values the study reported

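The study reported lower Acsl6 mRNA in female than in male hearts of the panel, from 96 males and 87 females, with a p-value under 0.0001. It sequenced about 37.5 M reads per sample. It stated that Fasn and Acaca were decreased in female relative to male hearts, by qRT-PCR in mice on chow or in its heart failure model and not in these libraries. For this comparison of the sexes it gave p-values on chow only. In these libraries both genes went in the opposite direction, lower in males, without passing the threshold in the main fit. It compared mitochondrial genes between the sexes in 100 strains and stated that males tended to have the higher expression, electron transport chain genes included. It stated that both groups of genes stayed higher in males after normalization to mtDNA content. The nuclear oxidative phosphorylation list used here, which is not the list of the study, did not differ detectably by sex.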

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

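The list of platelet genes and its tests were chosen only after F5 had been seen to differ, the test with the platelet list taken out came after their correlation was known, and the count of other groupings was also read before its test was written down.

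F5, which encodes coagulation factor V, was the only gene among 15942 whose sex difference varied between strain families at an adjusted p under 0.05 (adjusted p = 0.0186). The male minus female difference was 0.24 ± 1.32 (log2, SD, n = 34 strains) in BXD, 0.84 ± 1.13 (n = 13) in AXB/BXA and -0.90 ± 1.31 (n = 24) in other inbred strains. It was higher in the male of 17, 10 and 6 of these strains. When family labels were dealt anew over the strains, 49 of 100 groupings, the real one included, gave at least 1 gene, so a single gene is within what other groupings give. With strain as a replicate block the adjusted p of F5 was 0.104. The gene is weakly expressed, at 1.55 CPM on average and between 3 and 472 counts per library.

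Blood left in some hearts is a candidate source. F5 followed a list of platelet genes across libraries (Spearman rho = 0.648, p = 1e-05; Pearson r = 0.651, or 0.642 without the 2 libraries farthest from the median of the list). Of 6 platelet genes listed, which share none with the red cell markers, 5 were tested, and the most abundant were Pf4 at 4.85 CPM and Ppbp at 3.18 CPM. The platelet list itself differed between families in its male minus female difference (F = 8.43, p = 0.00073, permutation test), and once it was taken out the F5 difference no longer did (F = 1.91, p = 0.156, against F = 9.31, p = 0.00042). F5 also followed the red cell markers, less closely (rho = 0.359, p = 1e-05). These values are consistent with platelets as the origin of the F5 signal. Whether families differ in platelet number by sex, or in how hearts were rinsed, stays open, and a difference in genetic background between families was not tested apart from these.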

How the results depend on the processing

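The comparisons of equal depth, of mtDNA-encoded genes under library totals, and of library slopes, clock score and the left-out library were chosen after the data had been examined, and the count of random splits was read before its test was written down.

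The number of genes differing by sex lay between 3312 and 7486 over 18 settings. In 1 of 100 splits of the libraries into groups of these sizes, the real one, there were as many as 4045 genes, and the median of the others was 16. With counts thinned to the depth of the shallowest library there were 3735 genes, 3569 of them shared, so the deeper female libraries do not account for the count. The number moved by more than 1.5 times on log2(TPM + 1), to 7081, on log2(TPM + 0.1), to 6930, and with strain as a replicate block together with length and GC slopes, to 7486. Of these genes, 2138, 2132 and 3691 were among the 4045. Strain as a replicate block alone gave 5118 genes, 3669 of them shared, and slopes alone gave 5822, 3625 of them shared.

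Scaling changed which genes were called and the balance between the sexes. Among genes called under both scalings, 0 of 2394 changed direction with library totals, 55 of 2138 on log2(TPM + 1) and 53 of 2132 on log2(TPM + 0.1). The percentage of genes higher in males was 52.6% with TMM, 53.7% with DESeq2 size factors, 7.9% with library totals, and 3.3% on log2(TPM + 1) and on log2(TPM + 0.1) (226 higher in males, 6704 higher in females). A candidate cause is the larger mtDNA-encoded share in males, which lowers everything else in a library total. Library totals without mtDNA-encoded genes gave 29.1% (1282 and 3124 genes). This percentage did not come near the TMM value, as the cause would need, nor as low as was set down against it. The median shift of log2 fold changes relative to TMM was -0.081 with library totals and -0.032 without mtDNA-encoded genes. These values argue against that share as the whole cause. The smaller shift goes with a partial contribution, which stays open. No spike-in was used here, and whether male hearts held less of most transcripts cannot be decided from these counts. Relative to the median gene, Acsl6 was higher in males by 0.44 with TMM and with library totals, by 0.31 on log2(TPM + 1) and by 0.41 on log2(TPM + 0.1), and the nuclear oxidative phosphorylation genes by 0.047, 0.045, 0.019 and 0.057.

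With library totals, the nuclear oxidative phosphorylation list went to -0.045, all listed mitochondrial genes to -0.012, complexes I to V to -0.043, -0.034, -0.013, -0.059 and -0.055, the mitochondrial ribosome to -0.010, mitochondrial import to -0.016 and skeletal muscle markers to -0.062. The mtDNA-encoded list fell to 0.071 (p = 0.0573). On log2(TPM + 1), nuclear oxidative phosphorylation went to -0.064 (p = 0.0289) and all listed mitochondrial genes to -0.038. Complexes I to V went to -0.066, -0.083, -0.033, -0.080 and -0.058. Of these, complexes I (p = 0.0358) and IV (p = 0.0138) came under 0.05 in unadjusted permutation tests, and the other complexes did not. The TCA cycle went to -0.044, fatty acid oxidation to -0.007, the ribosome to -0.036, import to -0.039 and skeletal muscle markers to -0.041. On log2(TPM + 0.1) the same lists gave -0.064, -0.039, -0.066, -0.083, -0.033, -0.080, -0.058, -0.044, -0.007, -0.037, -0.041 and -0.098. Relative to the median gene the mitochondrial lists moved less, and by how much depended on the pseudocount. Fatty acid oxidation was 0.14 with TMM, 0.076 on log2(TPM + 1) and 0.11 on log2(TPM + 0.1), and the TCA cycle 0.10, 0.039 and 0.077. The differences of these lists themselves were the same at both pseudocounts, and the median gene moved from -0.083 to -0.12. The cause of the remaining fall was not tested.

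The p-values of lists under alternatives are unadjusted, and are compared with 0.05. The list of all mitochondrial genes kept its direction but was above 0.05 with strain as a replicate block (0.048, p = 0.0996), in strains with both sexes only (0.054, p = 0.104), with the title number as a covariate (0.047, p = 0.13) and as a median (0.073, p = 0.0529). Title numbers were lower in males on average, so that covariate overlaps in part with sex. The cause was not tested. With library slopes as covariates its p was lower (0.059, p = 2e-05, against 0.022 without), as were those of the mtDNA-encoded genes (0.23, p = 1e-05), the ribosome (0.050, p = 2e-05) and import (0.053, p = 1e-05), where 1e-05 is the smallest the permutations can give. The nuclear oxidative phosphorylation genes stayed near 0 with them (0.009, p = 0.558). Complexes IV and V, near 0 with TMM, changed sign with the block (-0.012 and -0.005) and with the title number (-0.014 and -0.003). Complex IV did so also in strains with both sexes (-0.003) and with library slopes (-0.016), and complex V as a median (-0.003). Skeletal muscle markers went to -0.010 in strains with both sexes, -0.050 as a median and -0.033 with library slopes. None of these values of complexes IV and V and of skeletal muscle markers had a p under 0.05. Complex IV did on log2(TPM + 1) (-0.080, p = 0.0138). Among other named genes and lists, 22 values came under 0.05 and 16 rose above it without a change of direction, over all alternatives.

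The sex by family count was 0 with strain as a replicate block, where 657 genes had an unadjusted p under 0.05, and 7 among genes with a mean of at least 1 CPM (Bhmt, F5, Itga2b, Nrgn, Prkar2b, Scd1 and Tubb1), a setting that tests fewer genes. The number of strain-dependent genes (9985 to 13785), the sex difference of Acsl6, its correlation between the sexes (r from 0.653 to 0.881) and the family tests of Acsl6 and oxidative phosphorylation (p from 0.203 to 0.829) kept their call under each alternative run. As no library went against its sex label, leaving such libraries out gave no value. With the block, Fasn (-0.48), Acaca (-0.26) and Nppb (0.33) passed the threshold, and the ribosome (0.050) and import (0.045) lists no longer did. Complex III came under 0.05 with library slopes (0.048, p = 0.00139).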

Other observations

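Tests of Acsl6 with length and GC slopes, and of the mtDNA-encoded share along the first component, were chosen after the result had been seen. So were those of strain identity and of the Fasn library. The Acsl6 fit with blood, atrial and adipose means was among the alternatives listed beforehand. The clock list was written after clock genes had been seen to vary, and Nnt was summed over its identifiers after each had been looked at.

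Clock genes varied widely, with a range of 5.19 (log2) for Arntl and 6.22 for Dbp over all libraries. Within strains, the male minus female difference of Arntl had an SD of 1.01 over strains. Across the 78 strains, the male minus female difference of Arntl ran opposite to that of Dbp, Per3, Nr1d2, Ciart and Tef as a mean (Spearman rho = -0.925, p = 1e-05, adjusted p = 4e-05 over 8 tests; Pearson r = -0.866, or -0.860 without the 2 strains farthest from the median). This is consistent with hearts collected at different times of day. The labels give no time of collection, so differences in rhythm or feeding between single mice stay open. A rhythm that differed between strains alone would move both sexes of a strain alike, and so predicts no such difference. The difference of the opposite-phase genes had an SD of 0.70 over strains and was not shifted by sex (0.10, p = 0.289; higher in the male of 42 of 78 strains). A strain's male and female were related in it (rho = 0.387, p = 0.0005), as were the score and the title number (rho = -0.287, p = 8e-05). Apart from the list, 1697 genes (10.6%) followed the clock score in a model with sex. With that score as a covariate 4117 genes differed by sex, 3936 of them shared with the fit without it.

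Atrial markers varied by orders of magnitude. Myl7 ran from 0.817 to 935 CPM, Sln from 0.083 to 196 CPM and Myl4 from 1.61 to 1491 CPM. The lowest Spearman rho among the 10 pairs of the 5 markers was 0.643 and the highest 0.965. That they rose together is consistent with different amounts of atrial tissue in the samples, which would be a dissection effect. The score was unrelated between the male and female of a strain (Pearson r = 0.020, p = 0.858; rho = 0.062, p = 0.591), which gives no sign of a strain effect. No biological explanation was tested beyond sex and strain.

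The male library of strain AXB19b/PgnJ that held 61199 Fasn counts had the highest adipose marker mean of all libraries (6.02 log2 CPM, against 4.67 for the next and a median of 0.44). It had 493 CPM of Ucp1 (median 0.15 CPM), 3231 CPM of Scd1 (median 23.9 CPM) and 45.4 CPM of Adipoq (median 0.86 CPM). Brown fat carried along with this heart is a candidate source, and without this library Fasn and Acaca passed the sex threshold. A response of the heart itself was not tested and would need more than 1 library.

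The first principal component of autosomal genes held 10.6% of the variance between libraries. Its scores followed the trend of each library with transcript length (Spearman rho = 0.793, p = 1e-05; Pearson r = 0.946, or 0.936 without 2 libraries). A technical origin in RNA quality or library preparation is a candidate explanation, although the slope is itself computed from expression. The study states that RNA integrity was high in its samples, which weighs against degradation, and no integrity value per library was available. The mtDNA-encoded share followed the component more weakly (rho = -0.360, p = 1e-05), too weakly to be the main source and too strongly to be set aside, so the part it plays cannot be told apart from the length trend. The component also followed the title number (rho = 0.434, p = 1e-05; Pearson r = 0.267, p = 0.00022), so an order of handling stays open. Component scores did not differ detectably by sex (p = 0.241), and neither did the slopes (p = 0.582). With length and GC slopes as covariates the Acsl6 difference was 0.42 (log2, adjusted p = 1.31e-06), and with blood, atrial and adipose means it was 0.40. The adjusted p ran from 3.84e-18 to 0.00512 over the alternatives. The length trend and these tissues are thus not the whole cause of the lower Acsl6 level in females. Hormonal and other effects of sex stay open. These libraries give no test of them, and the study examined gonadectomy in other mice.

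Mislabelling was examined through strain identity. Strains were divided into 2 sets, and 1000 autosomal genes with the largest covariance between the sexes in either set were used to compare the libraries of the other set. The most similar library of the other sex was of another strain for 1 library, the female of AXB19b/PgnJ, whose nearest was the male of AXB19/PgnJ. Its own male partner is the library rich in fat markers. Whether that led to the match was not tested, and the comparison does not exclude a swap between AXB19b/PgnJ and AXB19/PgnJ. The median correlation with a library of the same strain was 0.775. Over all 15165 autosomal genes, where other sources of variation weigh more, the nearest library was of another strain for 15 libraries (9.4%), and the median correlation was 0.581. Apart from these 2 strains, the first comparison argues against exchanged strain labels among the libraries of strains with both sexes. Strains with 1 sex were not covered.

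C57BL/6J carries a deletion in Nnt, and a low group of strains was predicted for it. The table holds 2 gene identifiers under this symbol, which were summed. The widest gap in Nnt (0.59, log2) set apart 2 libraries only, fewer than the 3 libraries of C57BL/6J, so the count of 0 of these below the gap decides nothing. C57BL/6J stood at the 10.3 percentile of strain means. Male and female levels of a strain were related (Pearson r = 0.774, rho = 0.852, p = 1e-05 for each, the smallest the permutations can give). A strain variant stays open.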
